A study of Mus musculus with 6 samples. Its data were reported in "LncRNA EPR-induced METTL7A1 modulates target gene translation" (2022).

How the data were processed

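Total RNA of 4T1 cells, a mouse mammary carcinoma line, was measured in 6 libraries: 3 from cells stably transfected with Mettl7a1 cDNA (METTL7A1) and 3 from mock cells. The paper describes mock cells as stable transfectants of the empty vector. Groups and replicate numbers were taken from the sample titles in the labels. Libraries were stranded, depleted of ribosomal RNA and read on an Illumina NovaSeq instrument. The authors trimmed read ends with BBDuk, aligned read pairs to the mouse genome build mm10 with STAR and assigned them to genes with featureCounts, and deposited raw counts per gene without normalization. Per the file headers, the deposited table also lists each gene's exons and its total exon length in bases, a value of the annotation and not a measurement, which was used here to look for length bias.

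The deposited table held 48587 gene symbols, of which 46484 (95.7%) were gene names of the GENCODE M21 annotation of the same build. Coordinates are those of the table (mm10, counted from 1). The methods do not state how strand or reads mapping to several places were treated. AY036118 lies wholly within Gm42418 on the opposite strand and had more counts than Gm42418 in every library, a pattern that requires counting by strand. Genes that overlap exons of another gene on the same strand could still exchange or lose reads; among the genes named here this holds for Ddx5, Zeb2, Fmr1, Hnrnpm, Syncrip and Rtp4. Each of them overlapped a gene with at most 596 counts in any library. All columns with counts belonged to the 6 libraries.

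Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 cpm (counts scaled to a common library size) in at least 3 libraries were kept (13166 genes), the filter used in the study. Libraries were scaled with TMM factors, and METTL7A1 was compared with mock by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with no covariate. P values were adjusted over all 13166 genes by the Benjamini-Hochberg method, and every adjusted p given for a gene comes from this test unless the text names an alternative or the list alone. Following the study, a gene was called when its adjusted p was under 0.01 and its log2 fold change was over 1.5 in either direction; these are termed the study thresholds. The study does not state the base of its log fold change, which was taken as log2, or the tool behind its statistic. A wider count used an adjusted p under 0.05 alone. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Where all libraries of a group held at most 3 counts of a gene, the fold change was computed against 3 counts and given as a lower bound. Abundances are cpm on TMM-scaled library sizes, as mean ± SD.

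Gene lists were fixed before the data were examined. Those taken from the study were 9 mRNAs followed over polysome gradients (translation targets), their 2 controls Actb and Mmp14, a panel of 13 cell junction and epithelial-mesenchymal transition (EMT) transcripts that the study measured in another cell line, and 12 proteins that co-immunoprecipitated with METTL7A1 (partners), a part of the larger set of interactors of the study. Lists of endoplasmic reticulum (ER) stress genes (18), proliferation genes (20) and interferon-stimulated genes (20) were added for this work. Lists were tested with fry, a two-sided rotation test of limma 3.58.1 on the edgeR design, and p values were adjusted over the 6 lists tested. As a reference, 1000 random lists of the same size, matched on abundance, were tested in the same way. Beside the members of the study's lists, the text names the 5 genes with the largest rise and the 5 with the largest fall among genes past the study thresholds with separated groups and a mean of at least 50 counts, and at most 5 called members of each added list. Mettl7b, Zfyve28, Gm15513 and Gas1, and the ribosomal repeat genes, were chosen after their values were seen.

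Alternatives fixed before the data were examined were RLE and upper quartile scaling, no abundance filter, a filter of at least 10 counts in every library, removal of the 20 most abundant genes, replicate number as a block, omission of each library in turn, DESeq2 1.42.0, limma's voom, a test against the fold change threshold (glmTreat), a 1.5-fold threshold on the linear scale and, for lists, camera with an estimated correlation. A covariate for the abundance of AY036118, centred within groups or left as measured, and an offset for chromosome position were added after seeing the data. The offset was the median log2 fold change of the 40 nearest neighbours of a gene on its chromosome with an average abundance over 2 (log2 cpm), the gene itself left out. The same abundance limit defined the abundant genes used for chromosome medians.

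The tests were tried on simulated data first. In counts drawn for the 13166 real genes with 200 of them changed, 199 genes past the study thresholds were called, all of them truly changed (99.5% recovered). Every simulated change lay beyond the fold change threshold, so this recovery does not cover smaller changes. Far fewer genes were changed than were called in the real data. At an adjusted p under 0.05, 220 genes were called, of which 20 were unchanged, a share above the 0.05 level. In a simulated chromosome block of 444 genes with a common shift, 271 genes were called before the neighbour offset and 0 after it. Of 200 simulated lists without change, 4% reached a fry p under 0.05.

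Library totals lay between 18386780 and 28459338 counts. Intervals for shares of counts are Wilson intervals at the 95% level and cover counting error only. Libraries of a group differed by more than sampling noise (chi-square statistic of at least 20.5 per gene), which alone does not exclude repeated preparations of the same RNA. The labels give replicates and the paper's methods name biological triplicates, and all 6 were kept as separate replicates. Whether the replicates of a group came from a single transfected population is not stated. With 3 libraries in each group, no two-sided exact permutation test of the labels can give p under 0.1. Proteomic, polysome fraction and m6A data of the study were not analysed here.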

Results

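To measure how METTL7A1, a putative methyltransferase whose gene is activated by the long non-coding RNA EPR, affects the transcriptome of 4T1 cells, total RNA was sequenced from METTL7A1-expressing and mock cells. 4T1 is a mouse mammary carcinoma line with mesenchymal features in which the endogenous protein is almost absent. The METTL7A1 group comprised 3 libraries with totals of 18386780, 28459338 and 24415044 counts for replicates 1 to 3, and the mock group 3 libraries with 20409195, 25112433 and 23021460 counts. Of 48587 listed genes, 13166 passed the abundance filter, and these held at least 99.76% of the counts of each library. The correlation of log2 cpm across these genes lay between 0.989 and 0.996 for libraries of the same group and between 0.961 and 0.967 for libraries of different groups. The first principal component held 75.0% of the variance and separated the groups, and the second held 13.6%. The biological coefficient of variation was 0.091.

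The transfected gene was examined first. Mettl7a1 (chromosome 15, 100304817 to 100314348) had 6355, 11358 and 10398 counts in METTL7A1 replicates 1 to 3 and 30, 30 and 29 counts in mock replicates 1 to 3. Its abundance was 383 ± 39.6 cpm (SD, n = 3) in METTL7A1 cells and 1.35 ± 0.255 cpm (SD, n = 3) in mock cells. The log2 fold change was 8.17 with an SE of 0.14 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.89e-11), and every library followed its label. The counts do not separate the transfected cDNA from the endogenous gene. The neighbouring paralogs Mettl7a2 and Mettl7a3, which shared 38.9% and 27.6% of their stretches of 31 bases with Mettl7a1, had at most 0 and 1 counts in any library. BC030870 (chromosome 8, 65085613 to 65129563), the gene of EPR, had 0 counts in all libraries, which allows an abundance of up to 0.105 to 0.163 cpm depending on the library.

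The comparison of all genes asked how many transcripts change with METTL7A1. At the study thresholds 326 of 13166 genes differed, 212 higher and 114 lower in METTL7A1 cells (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted). In all 326 the METTL7A1 libraries lay entirely above or below the mock libraries. As these genes were selected on the same libraries, this separation is not separate evidence. Among all 13166 tested genes 51.6% were separated in this way, against 10% by chance. In 19 of the 326 genes all libraries of a group held at most 3 counts. The count depended most on the reading of the fold change threshold: a 1.5-fold threshold on the linear scale gave 1749 genes. With an adjusted p under 0.05 and no fold change threshold, 5537 genes (42.1%) differed, 2778 higher and 2759 lower. These changes were small, with a median absolute log2 fold change of 0.48, and 86.2% of them were under 1. This wider count ranged from 3761 to 5753 when each library was left out in turn, the smallest without METTL7A1 replicate 2.

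After Mettl7a1, the largest rises among genes with a mean of at least 50 counts were those of Rsad2, Steap4, Tnfrsf26 and Abcc3. Rsad2 (chromosome 12, 26442753 to 26456452) rose from 0.295 ± 0.137 to 6.58 ± 0.654 cpm (SD, n = 3 each), a log2 fold change of 4.52 with an SE of 0.27 (edgeR adjusted p = 5.86e-07). Steap4 (chromosome 5) had a log2 fold change of 4.17 with an SE of 0.27, Abcc3 (chromosome 11) of 3.62 with an SE of 0.19. The most abundant of these was Tnfrsf26 (chromosome 7, 143607659 to 143628722), which rose from 6.08 ± 0.687 to 83.4 ± 12.1 cpm (SD, n = 3 each), a log2 fold change of 3.78 with an SE of 0.13 (edgeR adjusted p = 9.26e-09). The largest falls were those of Fam184a, Dapk1, 2810429I04Rik, Chn2 and Stk26. Fam184a (chromosome 10, 53633145 to 53750880) went from 36.4 ± 3.67 cpm in mock to 0.14 ± 0.0771 cpm in METTL7A1 cells (SD, n = 3 each), a log2 fold change of -7.86 with an SE of 0.2 (edgeR adjusted p = 1.35e-09). Dapk1 (chromosome 13, 60601947 to 60763185) had 2, 3 and 0 counts in the METTL7A1 libraries against 222, 285 and 308 in mock and was at least 94.3-fold lower. It lies between 50 and 90 Mb of chromosome 13, where 97.8% of 135 abundant genes were lower in METTL7A1 cells. 2810429I04Rik (chromosome 13) was at least 53.1-fold lower. Chn2 (chromosome 6) and Stk26 (chromosome X) had log2 fold changes of -5.79 (SE 0.35) and -5.58 (SE 0.33).

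The study compared the distribution of 9 mRNAs over sub-polysomal and polysomal gradient fractions, normalised to their total level, which it measured by qRT-PCR. It also examined proteins by immunoblot and metabolic labelling, and describes changed protein levels without substantial change in mRNA abundance. The levels of the 9 mRNAs in the total RNA libraries bear on abundance only. All 9 were tested, and 5 differed at an adjusted p under 0.05 over all genes, 3 higher and 2 lower. The number was also 5 when adjusted over the list alone, which is not independent evidence because the study drew on these libraries when it chose the mRNAs. Itgb2 (chromosome 10, 77530252 to 77565686) rose from 76.1 ± 10.5 to 382 ± 14.1 cpm (SD, n = 3 each), a log2 fold change of 2.33 with an SE of 0.1 (edgeR adjusted p = 5.73e-08), and was past the study thresholds. Cldn3 (chromosome 5, 134986214 to 134987472) rose from 53.8 ± 6.08 to 151 ± 33.3 cpm (SD, n = 3 each), a log2 fold change of 1.49 with an SE of 0.15 (edgeR adjusted p = 1.96e-05), just under the fold change threshold. Pawr rose by 0.27 (SE 0.08), while Ddx5 and Khsrp fell by 0.24 (SE 0.09) and 0.28 (SE 0.07) on the log2 scale. Ddx5 and Pawr were no longer called in 4 and 3 of the 6 fits that each left out a library. The log2 fold changes of Eif4a2, Pabpc1, Yap1 and Eif4g1 lay between -0.01 and 0.07 and were within their standard errors. With the neighbour offset, which removes shifts shared by a chromosome region, only Itgb2 (2.03) and Cldn3 (1.56) of the 9 were still called. Of the 2 control mRNAs, Actb was lower by a log2 fold change of -0.41 (SE 0.14, edgeR adjusted p = 0.0305) while Mmp14 did not differ when adjusted over all genes (-0.18, SE 0.08, edgeR adjusted p = 0.0953). Both were under 0.05 when adjusted over the list alone (edgeR adjusted p = 0.0227 and 0.0471). Mmp14 was also called without mock replicate 3 (-0.23), with an edgeR adjusted p between 0.0181 and 0.303 over all alternatives. The call of Actb was lost without METTL7A1 replicate 1 or 2 and without mock replicate 1 or 2.

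As a list, the translation targets had a fry p of 0.00255 (0.0051 adjusted over the 6 lists) towards higher levels, while the median log2 fold change was 0.02 (-0.03 with the neighbour offset). Apart from Itgb2 and Cldn3, the members lay between -0.28 and 0.27. With so many genes changed a small p was common: 37.9% of 1000 random lists of the same size and abundance reached p under 0.05 and 6.4% a p as small. Camera with an estimated correlation, which compares the list with all other genes, gave 0.177.

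The junction and EMT panel was measured by the study in NMuMG cells, a non-transformed mammary line, and was looked up here in 4T1 cells. Of its 13 genes, 9 were tested and 6 of them differed at an adjusted p under 0.05 (7 when adjusted over the list alone). Tnc (chromosome 4, 63959785 to 64047015) fell from 93.0 ± 10.0 to 11.3 ± 1.07 cpm (SD, n = 3 each), a log2 fold change of -3.04 with an SE of 0.1 (edgeR adjusted p = 9.26e-09). Lrp1 (chromosome 10, 127538161 to 127621148) rose from 114 ± 10.3 to 530 ± 54.4 cpm (SD, n = 3 each), a log2 fold change of 2.21 with an SE of 0.1 (edgeR adjusted p = 8.86e-08). Smaller changes were found for Fstl1 (-1.17, SE 0.18), Trp53inp1 (0.86, SE 0.16), Ocln (0.42, SE 0.1) and Tjp1 (0.35, SE 0.07). Cdh1 (-0.02, SE 0.09), Fn1 (0.05, SE 0.12) and Zeb2 (-0.2, SE 0.08) did not differ when adjusted over all genes. Zeb2 was the member added when adjusted over the list alone (edgeR adjusted p = 0.0461), and was called as lower without METTL7A1 replicate 1 (-0.26) and with a covariate for AY036118, a gene of the ribosomal repeat (edgeR adjusted p from 0.0204 to 0.702 over all alternatives). Cdh1 was called as higher (0.30) with the neighbour offset. Il6, Zeb1, Snai2 and Cdh2 were under the abundance filter, Cdh2 with 0 counts in every library, and a change in them was not detectable at this depth. As the members moved in both directions, the list as a whole did not shift (limma's fry, adjusted p = 0.983 over the 6 lists).

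For 12 proteins bound to METTL7A1 in co-immunoprecipitation, a part of a larger set of interactors, the question was whether their transcripts changed in abundance. Of these, 8 differed at an adjusted p under 0.05 (9 when adjusted over the list alone), 2 higher and 6 lower, and none was past the study thresholds. Without METTL7A1 replicate 2, the calls of Eif3a, Eif4b, Ddx3x and Syncrip were lost (edgeR adjusted p from 0.0587 to 0.161). Those of Eif3a, Ddx3x and Syncrip were also lost without METTL7A1 replicate 3 and without mock replicate 2, among other fits. The calls of Eif2s1, Ipo5, Cyfip1 and Hspa5 held whichever library was left out. The largest changes were those of Eif2s1 (chromosome 12; -0.7, SE 0.09, edgeR adjusted p = 8.23e-05), Ipo5 (chromosome 14; -0.61, SE 0.08, edgeR adjusted p = 0.000184) and Hspa5 (chromosome 2; 0.59, SE 0.11, edgeR adjusted p = 0.00166). The fry p of the list was 0.0579 (0.0868 adjusted over the 6 lists) and ranged over the alternatives from 0.0122 with upper quartile scaling to 0.625 with camera. With the neighbour offset 3 of the 8 calls were kept and Eif2s1 was not among them (-0.16), while Hnrnpm was newly called as lower (-0.27).

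**Figure D1:**
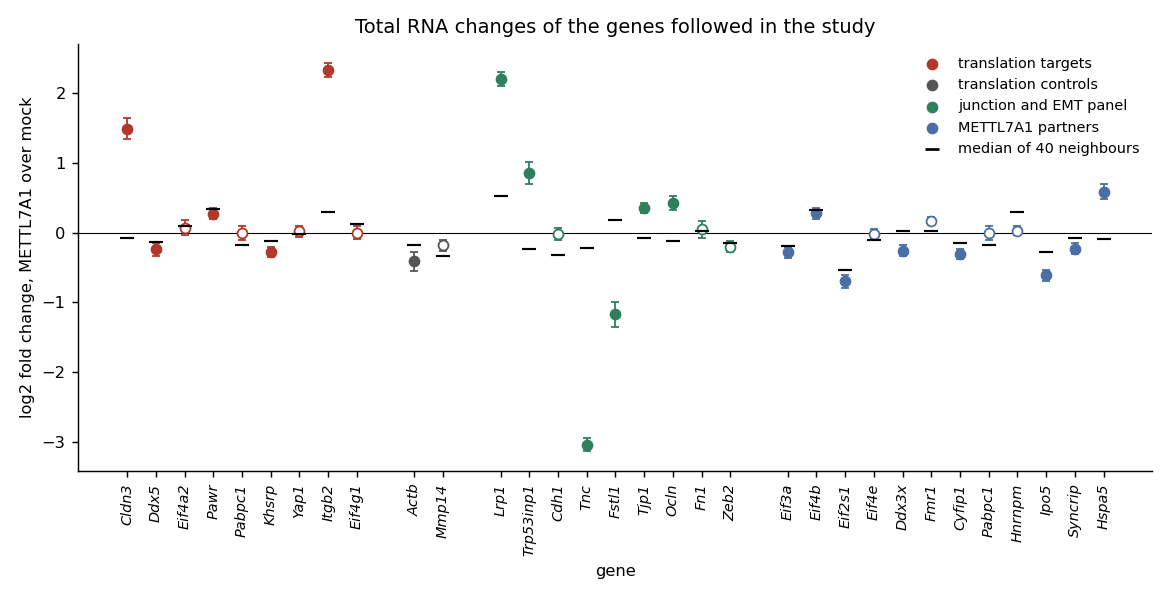
Log2 fold change in total RNA of METTL7A1 over mock cells for the tested genes of the study's lists, with bars for the SE of the fit (3 libraries in each group). Filled points had an adjusted p under 0.05; black dashes give the median log2 fold change of the 40 nearest abundant neighbours, which lay at -0.54 for Eif2s1 and 0.53 for Lrp1.

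Among the lists added here, interferon-stimulated genes were higher in METTL7A1 cells. Of 17 tested members, 14 were called, all of them higher, and the median log2 fold change was 0.9 (limma's fry, adjusted p = 0.000104 over the 6 lists). Only 0.3% of matched random lists gave a p as small, and camera with an estimated correlation gave 0.00745 (0.0447 adjusted). The members with the smallest p were Oasl1 (log2 fold change 2.38, SE 0.1), Oasl2 (1.72, SE 0.11), Rsad2 (4.52, SE 0.27), Usp18 (3.58, SE 0.25) and Rtp4 (1.86, SE 0.19). The same number, 14, was called when adjusted over the list alone. Of the 18 ER stress genes 12 were called, all of them higher (13 when adjusted over the list alone), with a median log2 fold change of 0.54. The fry p was 0.00232 (0.0051 adjusted), while 6.5% of matched random lists gave a p as small and camera gave 0.11. Chac1 (3.59, SE 0.17), Ddit3 (2.4, SE 0.14), Asns (1.46, SE 0.1), Herpud1 (1.49, SE 0.12) and Atf4 (0.83, SE 0.08) had the smallest p. The 20 proliferation genes did not shift as a list (median -0.06, limma's fry, adjusted p = 0.608 over the 6 lists). Of these 8 were called (8 when adjusted over the list alone), 3 higher and 5 lower, among them Rrm2 (-0.61, SE 0.08), Mcm5 (-0.5, SE 0.08), Cdk1 (0.49, SE 0.08), Bub1 (0.45, SE 0.07) and Aurka (0.33, SE 0.07). With the neighbour offset 3 of these 8 calls were kept, and the log2 fold changes of Rrm2 and Cdk1 were -0.08 and 0.01.

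Changes were not spread evenly over the genome. Among 10632 abundant genes the median log2 fold change was -0.42 on chromosome 12, -0.28 on chromosome 14, 0.34 on chromosome 18 and 0.29 on chromosome 10, against -0.03 over all of them. The METTL7A1 libraries lay on one side of all mock libraries on each of these 4 chromosomes, as they did on 15 of all 20, against 10% by chance. For chromosome 12 their medians relative to the mock mean were -0.42, -0.43 and -0.41, and those of the mock libraries -0.01, 0.03 and -0.02. On these chromosomes 71.4% of abundant genes had an adjusted p under 0.05, compared with 41.1% on the others. The 4 were chosen for a median beyond 0.25 in either direction, so their higher share is not separate evidence. Chromosome 10 was divided: in windows of 10 Mb the median lay between -0.51 and -0.35 over the first 50 Mb and between 0.34 and 0.49 beyond.

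**Figure D2:**
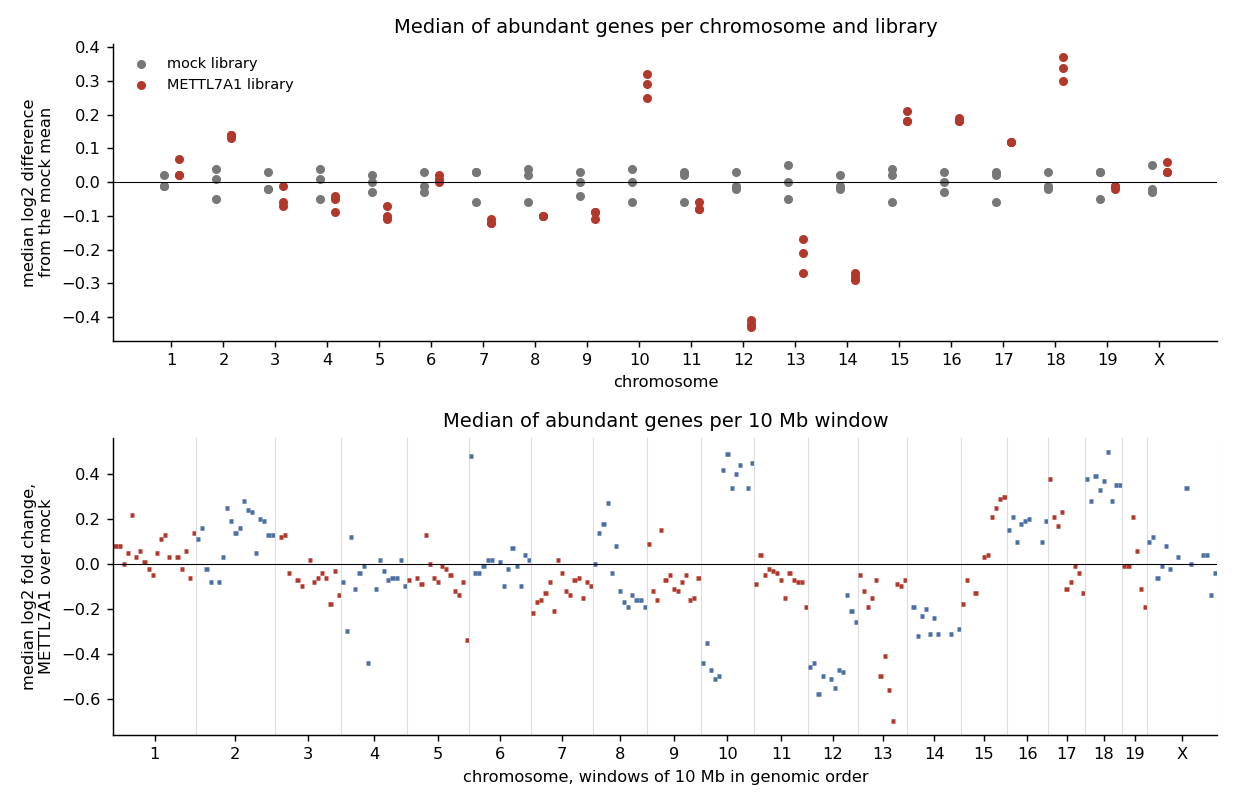
Top, median log2 difference of abundant genes from the mean of the mock libraries, for each chromosome and library (grey, 3 mock; red, 3 METTL7A1). Bottom, median log2 fold change of METTL7A1 over mock cells in windows of 10 Mb with at least 10 abundant genes, coloured alternately by chromosome; chromosome 12 lay at -0.42 and the first 50 Mb of chromosome 10 at -0.47 overall.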

Values the study reported

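The study kept transcripts with at least 1 cpm and took a corrected P value below 0.01 together with a |log FC| above 1.5 as its criteria. Its list of METTL7A1-bound proteins had 87 members.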

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

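Of the count of 326 genes at the study thresholds, the direction split and the size held under RLE (328) and upper quartile scaling (328), DESeq2 (331), voom (328) and without the 20 most abundant genes (395). A covariate for AY036118, centred within groups (331) or left as measured (340), and the neighbour offset (338), all chosen after seeing the data, gave similar counts. The count moved by more than 1.5 times in 4 settings whose construction accounts for it. It was 710 without an abundance filter, where 28601 genes were tested, and 324 of the 326 were among them. It was 205 with at least 10 counts in every library, a filter that drops genes near 0 in a group. It was 122 when glmTreat tested against the threshold itself, and 1749 when the threshold was read as 1.5-fold on the linear scale. It ranged from 243 to 282 across the 6 fits that each left out a library, with 51% to 81.6% of the genes higher compared with 65% in all libraries. There the requirement of 1 cpm in 3 libraries removes genes found only in the group that lost a library, and for this reason Rsad2, Steap4, Usp18, Zfyve28, Gm15513, Gas1, Fam184a, Dapk1, 2810429I04Rik, Chn2 and Stk26 were tested in 3 of those 6 fits. The count of 5537 genes at an adjusted p under 0.05 stayed within 1.5 times under every setting, from 3761 without METTL7A1 replicate 2 to 6807 with the centred AY036118 covariate. The neighbour offset gave 4118. The log2 fold change of Mettl7a1 ranged from 7.88 to 8.32 over all settings.

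Replicate numbers did not pair the libraries: deviations from the group means of same-numbered libraries had correlations of -0.15, 0.20 and -0.37. Those of different-numbered libraries ranged from -0.47 (METTL7A1 replicate 1 with mock replicate 2) to 0.48 (METTL7A1 replicate 1 with mock replicate 3). METTL7A1 replicate 3 with mock replicate 2 had 0.40. A block across different numbers was not tested, so a pairing or batch of that kind remains open. With replicate number as a block, 331 genes passed the study thresholds and 4810 an adjusted p under 0.05. Under the replicate block Mettl7a1 stayed at 8.17, and the fry p was 0.0253 for translation targets, 0.53 for the junction and EMT panel, 0.107 for partners, 0.0208 for ER stress, 0.56 for proliferation and 0.00038 for interferon-stimulated genes. None of these moved across 0.05, and of the named genes Ddx5, Ddx3x and Syncrip lost their call under the block.

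The fry results of translation targets, ER stress and interferon-stimulated genes kept their direction and side of 0.05 under every scaling, filter and omitted library. With camera and an estimated correlation, p rose to 0.177 for translation targets and 0.11 for ER stress genes. The correlation between members that camera estimated was 0.16 and 0.699 for these lists, and 0.079 for interferon-stimulated genes (0.00745). The cause was not tested. Partners went under 0.05 with upper quartile scaling (0.0122) and without the 20 most abundant genes (0.022), and ranged from 0.0397 (without mock replicate 2) to 0.118 with a library left out; the cause was not tested. The direction of the junction and EMT panel, whose members moved both ways, reversed with RLE scaling (0.998), without an abundance filter (0.588), with at least 10 counts in every library (0.986), without the 20 most abundant genes (0.816) and in 3 of the 6 fits without a library (from 0.0582 to 0.879 over all 6). None of its p values was under 0.05.

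Of 58 other named genes, 33 kept direction and call in every setting they were tested in. Among the rest there were, with the direction kept, 42 losses and 10 gains of a call (the gains in Mmp14, Zeb2 and Fmr1). There were also 27 reversals in 11 genes, which except under the offset had log2 fold changes near 0. Without an abundance filter Pabpc1 was at 0.02, Cdh1 at 0.02 and Eif4e at 0.01, and without the 20 most abundant genes Pabpc1 was at 0.01. With a library left out, Eif4a2 ranged from -0.04 to 0.17, Pabpc1 from -0.07 to 0.04, Yap1 from -0.02 to 0.07, Eif4g1 from -0.05 to 0.04, Cdh1 from -0.08 to 0.04, Fn1 from -0.02 to 0.13 and Eif4e from -0.04 to 0.03. The neighbour offset reversed Eif4a2 (-0.03), Pawr (-0.07), Pabpc1 (0.16), Eif4g1 (-0.12), Mmp14 (0.16), Cdh1 (0.30), Eif4b (-0.04), Eif4e (0.08) and Hnrnpm (-0.27), because it subtracts the shift of the neighbours. Of these Pawr and Eif4b lost their call and Cdh1 and Hnrnpm gained one. The offset also removed the calls of Ddx5, Khsrp, Actb, Eif3a, Eif2s1, Cyfip1, Syncrip, Rrm2, Bub1, Cdk1 and Aurka. Depth limits what can be said of Il6, Zeb1, Snai2 and Cdh2, which had at most 21 counts in any library.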

Other observations

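The tests of sample splits for gene counts and chromosome medians, of the neighbour offset, of AY036118, of the less abundant genes of shifted chromosomes and of the neighbours of Zfyve28 were chosen only after the results were seen; the shuffles, trend corrections, omissions of libraries, shared sequence and list splits were fixed before their results were seen.

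Whole chromosomes and large segments shifted together between METTL7A1 and mock cells. The SD of the 20 chromosome medians was 0.186. Shuffling gene positions 10000 times gave an SD of at most 0.033, which argues against an uneven draw of changed genes. Trends on GC content, exon length and abundance, available for 97.1% of tested genes, explained 0.6% of the variance of log2 fold changes, and the SD was 0.189 once they were removed. A single outlying library is also argued against, as the SD was at least 0.183 with any library left out. Of the 10 splits of the 6 libraries, 1 gave an SD as large, the real one, and the others gave at most 0.064; with 10 splits the share cannot be smaller. Some shifts changed level between adjacent windows of 10 Mb. On chromosome 10, 85.4% of 130 abundant genes in the first 50 Mb were lower and 90.9% of 374 genes beyond were higher. On chromosome 13, 97.8% of 135 genes between 50 and 90 Mb were lower. On chromosome 12, 91.9% of 260 genes in the first 90 Mb were lower, and the windows beyond were lowered less, with medians of -0.14, -0.21 and -0.26. Chromosomes 14 (windows from -0.32 to -0.19) and 18 (0.28 to 0.5) showed no such change over the windows with at least 10 abundant genes. A candidate explanation is a different copy number of these chromosomes or segments in the transfected populations. It predicts that genes which did not enter the medians, being under the abundance limit, shift as well. Of 80 such genes on chromosome 12, 70% were lower, against 50% of 2229 on chromosomes without such a shift. An effect of METTL7A1 on transcription across whole segments predicts the same, so the 2 cannot be told apart from these values, and DNA was not analysed here. The labels name no independently transfected populations, so a change that arose during selection and an effect of METTL7A1 remain open side by side.

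Chromosome position accounts for a part of the small changes, not for all. With the neighbour offset 4118 genes had an adjusted p under 0.05, and 2171 of the 5537 original calls (39.2%) were lost, while an offset shuffled over genes gave 6389. Of the 326 genes past the study thresholds 305 were kept. Of the translation targets, Pawr lies in the raised part of chromosome 10 and was no longer higher than its neighbours, whereas Itgb2 in the same part was. Changes in Ddx5 and Khsrp were also no longer called. For these genes a small change in total RNA may reflect the location of the gene. Among the 10 splits of the 6 libraries, 1 gave as many genes at the study thresholds and 1 as many at an adjusted p under 0.05, the real split in both cases. The other 9 splits gave 0 genes, with 8 to 757 genes at an unadjusted p under 0.05. Those splits mix the groups, which adds the group difference to their spread, and with 10 splits the share cannot be smaller.

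Genes past the study thresholds were often neighbours. There were 28 pairs of adjacent tested genes that changed in the same direction, 23 higher and 5 lower, against an average of 4.4 and at most 14 in 10000 shuffles of positions (permutation p = 1e-04, one-sided, the smallest the shuffles can give). Gene order by chance is therefore argued against. Of the pairs, 4 overlapped on the same strand and could share reads, and the others included related genes such as Oasl1 and Oasl2. Gas1 and Dapk1, adjacent on chromosome 13 within the lowered segment, both went to at most 3 counts in every METTL7A1 library. Gas1 had 27, 55 and 31 counts in mock replicates 1 to 3 and 0 in all METTL7A1 libraries, at least 13-fold lower. Loss of this stretch of DNA is a possible explanation that was not tested.

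AY036118 (chromosome 17, 39847113 to 39848035), a gene in a ribosomal DNA repeat, took very different shares of the counts: 0.502% (95% Wilson interval 0.499 to 0.505), 2.57% and 4.53% in METTL7A1 replicates 1 to 3, and 13.1% (13 to 13.1), 5.02% and 0.966% in mock replicates 1 to 3. The ranges of the groups overlap. The share varied 26-fold over the libraries and that of Rn18s-rs5, on the same strand of the repeat, 18-fold, but their ratio only 1.45-fold (7.01 to 10.1). AY036118 and Rn18s-rs5 therefore varied together, as reads from a source common to both would. The ratio cannot tell whether this source was ribosomal RNA left after depletion. It compares genes of the same strand only, and which strand carries the ribosomal RNA was not examined. Gm42418 and Gm26917 on the opposite strand varied less, 2.97-fold and 2.07-fold, but separated the groups. The share of Gm26917 was 2.77% to 3.33% in METTL7A1 and 5.28% to 5.73% in mock libraries (log2 fold change -0.89, SE 0.19, edgeR adjusted p = 0.00294). The share of Gm42418 was 0.37% to 0.408% and 0.518% to 1.1% (log2 fold change -1.03, SE 0.27, edgeR adjusted p = 0.0107). The cause of this difference was not tested. A model with AY036118 as a covariate that was not centred takes its trend out of the group comparison. The covariate itself had an adjusted p under 0.05 in 732 genes, yet 6522 genes still differed between groups, among them 5484 of the original 5537, which argues against AY036118 abundance as the whole cause. With the covariate centred within groups, all 5537 calls were kept and the number rose to 6807, so this difference between libraries adds to the spread within groups.

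Mettl7b (chromosome 10, 128958277 to 128960988), a further member of the METTL7 family, rose from 7.2 ± 0.166 to 46.7 ± 4.57 cpm (SD, n = 3 each; log2 fold change 2.7, SE 0.1, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p = 1.6e-08). Reads of the transfected cDNA placed on Mettl7b are argued against, since 0 of its 1200 stretches of 31 bases occur in Mettl7a1 transcripts. Its exons overlap those of Itga7 on the opposite strand. The gene lies in the raised part of chromosome 10, but with the neighbour offset its log2 fold change was still 2.29. A response of Mettl7b to METTL7A1 remains a hypothesis, since a difference between the populations that is unrelated to METTL7A1 was not tested.

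Zfyve28 (chromosome 5, 34194893 to 34288326) had 60, 108 and 86 counts in METTL7A1 replicates 1 to 3 and 0 in all mock libraries, at least 25.4-fold higher. Gm15513 (34211810 to 34213802), inside the span of Zfyve28 on the same strand, had 39, 78 and 68 counts against 0, 1 and 0, at least 18.4-fold higher, and the reads of both genes could come from a single transcript. Among 20 other tested genes within 500 kb none passed the study thresholds and their median log2 fold change was -0.05, which argues against a gain of the whole region. Activation of this locus by METTL7A1 and an event particular to this cell population, such as vector integration, both remain open and were not tested.

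The rise of interferon-stimulated genes was not an effect of location or of GC content, length or abundance. Their median log2 fold change of 0.9 became 1.13 with the neighbour offset and 0.96 once these trends were removed. Of the 10 splits, 1 gave a fry p as small, and the smallest p of the other splits was 0.423. The median of the ER stress genes (0.54) became 0.61 with the offset and 0.55 without the trends, and 1 of the 10 splits gave a fry p as small. Translation targets and partners each had 1 such split, proliferation genes 5 and the junction and EMT panel 10. The other splits mix the groups, which adds the group difference to their spread. With 10 splits the share cannot be smaller, so the splits alone do not decide for any list. Chac1, Ddit3, Asns and Atf4 respond to ER stress and to amino acid shortage alike. Transfected DNA as such was common to both groups, since the paper describes the mock cells as stable transfectants of the empty vector. Its amount in each group was not measured here. Expression of a protein at the ER and differences between the selected populations, the amount of transfected DNA included, may each raise these lists. They were not separated here.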
